A study of Mus musculus with 20 samples. Its data were reported in "Chemotherapy-driven intestinal dysbiosis and indole-3-propionic acid rewire myelopoiesis to promote a metastasis-refractory state" (2025).

How the data were processed

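Feces of control and FO-treated mice were profiled by 16S rRNA gene sequencing, with 10 samples per group in 2 batches named in the sample titles. According to the methods of the study, bacterial DNA was extracted from stool, the V4 region was amplified and sequenced in pairs on an Illumina MiSeq, and reads were trimmed, merged, quality filtered and cleared of chimeras in QIIME2. They were then grouped into operational taxonomic units and classified against Greengenes2. The values used here are whole-number read counts per taxon, which the authors deposited without normalization as 6 tables, from phylum to species. The tables were found to agree in the total count of every sample. Counts of exactly 1 were almost lacking, with 24 among 2435 counts above 0 in the species table and 6 among 1918 in the genus table, as a filter on rare units would leave, so no richness estimator that relies on single counts was used. The species table has 301 entries, of which 204 had a count in these samples. Reads with no phylum assigned made up a mean of 0.0324% and stayed in the totals as an entry of their own. Reads with no genus assigned made up a mean of 4.86%, and a further 2.86% fell in entries with a blank genus name; both stayed in as their own entries. Total counts ran from 17218 to 57415 per sample. Each sample was matched to its row by its label, and the mouse reference genome was not used here.

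Shannon indices used natural logs of proportions in the species table. Observed taxa were counted after every sample was drawn down to 17218 reads, as the mean of 100 draws. Group means of single measures were compared by a two-sided permutation test with 100000 resamples, and within one batch by exact enumeration of the splits of 5 against 5 samples. The p of 8 taxa that the study's text names, or their main counterpart, were adjusted together by the Benjamini-Hochberg method. Phyla and orders with a mean share of at least 0.01% were tested in the same way, each adjusted over its own rank. Bray-Curtis distances between proportions were tested with PERMANOVA and a test of dispersion in vegan 2.7.1, by permutation. The study compared Shannon indices with an approximate test, which was replaced by the permutation test. Genera and families were tested on the counts with the quasi-likelihood test of edgeR 4.0.16, with TMM scaling, filterByExpr and batch as a term, and adjusted by Benjamini-Hochberg. The SE given with a log2 change from edgeR was back-calculated, as the size of that change divided by the square root of the test's F statistic. The same model with an interaction term tested whether the effect differed between batches. Genera named in the text passed the 5% threshold, had a mean share of at least 0.1% and the same sign in both batches, and were the 5 with the largest change in each direction. Every phylum with a mean share of at least 0.1% was to be named, as were the 5 orders that changed most in each direction and every genus of Clostridiaceae.

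The edgeR step was tested on simulated counts, with 30 genera changed 4-fold in each of 20 runs. Drawn with each genus's own dispersion, 77% of the changed genera tested were recovered (median of 61.5 genera tested), 4.93% of calls were false and 0 had the wrong sign. Drawn with 1 dispersion common to all genera, 56.2% were recovered (median of 62.5 genera tested). An initial requirement of over 70% recovered was missed in that simulation, and the requirement was then set on bias, sign and false calls, with both recovery rates given. Unchanged counts gave 0 calls in either. The changed genera and their directions were drawn at random, with no batch effect. These rates therefore do not cover a shift of 1 dominant family in a single direction, as found in these data. The permutation test gave a p under 0.05 in 6% of 400 unchanged simulated measures and in 99.25% of 400 shifted by 2 SD. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3, limma 3.58.1 and DESeq2 1.42.0 were also used. Alternatives fixed before the data were examined covered the taxonomic level, drawing down, distances, medians, log ratios with a pseudocount of 0.5, scaling, filters, DESeq2, limma, the batch term, each batch alone and each sample left out. The share of Proteobacteria with Desulfobacterota counted in was added after the data were seen, as was a refit of the genera outside Muribaculaceae alone, with 4 other choices of scaling or tool.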

Results

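The bacterial composition of mouse feces was profiled by 16S rRNA gene sequencing, which reads a stretch of a gene that all bacteria carry and assigns each read to a taxon. Mice received either vehicle (control) or FO, a chemotherapy cycle of oxaliplatin at 3.5 mg/kg and 2 doses of 5-fluorouracil at 50 mg/kg on successive days, and feces were taken 5 days later. There were 10 control and 10 FO samples, and 5 samples of each group came from each of 2 batches, E53B and E56A. Total counts per sample ran from 17218 in FO replicate 6 to 57415 in control replicate 2, with a median of 45187 in the control group and 50102 in the FO group. The mean total did not differ between the groups (two-sided permutation test, p = 0.669). At these depths a taxon with no count could still hold up to 3 counts, which is 0.0174% of the reads of FO replicate 6 and 0.00523% of those of control replicate 2. Such limits, and the confidence intervals given here, cover counting error only, since amplified reads are not independent molecules. All 90 pairs of samples from the same group differed by more than counting noise, the closest pair with a chi-square of 7.24 per degree of freedom over genera.

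The first comparison asked whether FO changed the diversity within a sample. The Shannon index, which rises when reads are spread over more taxa and more evenly, was 2.29 ± 0.226 (SD, n = 10) in the control group and 2.96 ± 0.219 (SD, n = 10) in the FO group. The difference of 0.67 was larger than the SD of either group and passed the 5% threshold (two-sided permutation test, p = 3.0e-05). In total 9 of 10 FO samples lay above every control sample. FO replicate 5, at 2.47, lay below control replicate 1, at 2.62. The index differed by 0.673 in batch E53B (exact permutation test, 5 against 5, p = 0.00794, the smallest p this design can give) and by 0.667 in batch E56A (exact permutation test, p = 0.0159). Of the alternatives tried, using only entries with a species name moved the difference most, to 0.55. The number of taxa observed after all samples were drawn down to 17218 reads was 105.4 ± 12.0 (SD, n = 10) in the control group and 118.4 ± 9.26 (SD, n = 10) in the FO group (two-sided permutation test, p = 0.00921). In this case 6 of 10 FO samples exceeded all control samples. The difference was 15.3 taxa in batch E56A (exact permutation test, p = 0.0317) and 10.7 taxa in batch E53B, where it did not pass (exact permutation test, p = 0.151).

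**Figure D1:**
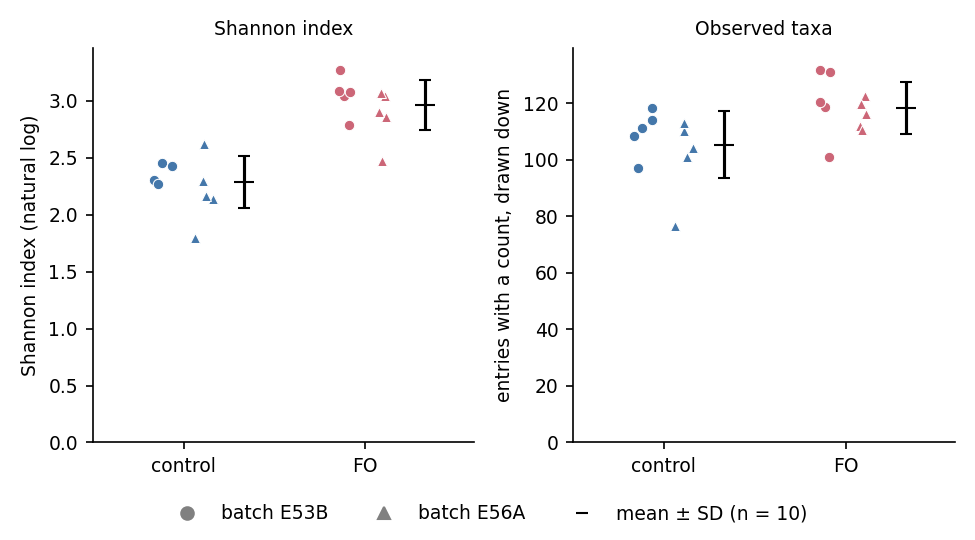
Shannon index (left, natural log) and number of observed taxa after drawing down (right) in each of the 10 control and 10 FO samples, with circles for batch E53B, triangles for batch E56A and bars for mean ± SD. The FO mean is higher in both panels. FO replicate 5 lies within the control range of the Shannon index, as do FO replicates 1, 2, 5 and 6 within that of observed taxa.

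The next comparison asked whether the communities as a whole separated by treatment. Treatment accounted for a share of 0.375 of the variation in Bray-Curtis distance between samples (R2, PERMANOVA, permutation p = 1e-04, the smallest p that the number of permutations can give). With permutations restricted to swaps within a batch the p was again 1e-04. The R2 fell to 0.101 with the Jaccard distance, which uses only presence and absence (p = 0.0014), and rose to 0.618 at the family level. Batch accounted for a further 0.12 of the variation (permutations within treatment group, p = 1e-04), and the interaction of treatment and batch for 0.0616 (p = 0.0774). The mean distance of samples to their group centroid was 0.132 ± 0.0704 (SD, n = 10) in the control group and 0.165 ± 0.042 (SD, n = 10) in the FO group, and this spread did not differ between the groups (permutation test, p = 0.229). Around the centroids of batch E53B alone the FO samples were more dispersed, by 0.0537 (exact permutation test, p = 0.00794). In batch E56A the difference was 0.0264 (exact permutation test, p = 0.508).

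**Figure D2:**
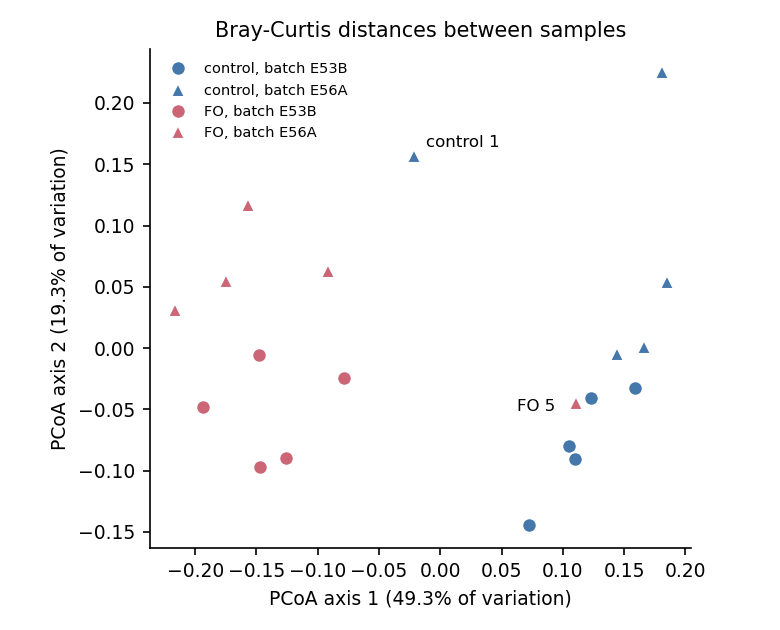
Principal coordinates of the Bray-Curtis distances between the 20 samples at the species level, with axis 1 (49.3% of variation) against axis 2 (19.3%), coloured by group and shaped by batch. The groups part along axis 1, except that FO replicate 5 lies among the control samples and control replicate 1 lies between the groups.

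At the level of phyla, 7 of the 9 entries tested passed a 5% false discovery rate, 6 higher and 1 lower with FO. Bacteroidota made up 86.1% ± 4.37 (SD, n = 10) of reads in the control group and 66.6% ± 7.64 (SD, n = 10) in the FO group, and all 10 FO samples lay below all control samples (permutation test, Benjamini-Hochberg adjusted over the list alone, of 8 taxa, p = 5.33e-05). The study named most of these taxa from the same samples, so the list is not independent evidence. Firmicutes, taken as the sum of the phyla Firmicutes_A, Firmicutes_B and Firmicutes_D, rose from 13.0% ± 4.05 (SD, n = 10) to 29.9% ± 7.1 (SD, n = 10), with all 10 FO samples above all control samples (adjusted p = 5.33e-05). The difference was 18.1 percentage points in batch E53B and 15.8 percentage points in batch E56A (exact permutation test in each, p = 0.00794). These are shares of a fixed total, and on a centred log ratio scale, which sets each taxon against the average phylum, the rise of Firmicutes was 0.23 in log2 and did not pass (adjusted p = 0.353).

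Proteobacteria, the other phylum whose expansion the study described, did not differ. Its share was 0.0434% ± 0.0759 (SD, n = 10) in the control group and 0.0975% ± 0.133 (SD, n = 10) in the FO group (permutation test, adjusted p = 0.263). The difference of 0.0541 percentage points fell to 0.0224 without FO replicate 4 (adjusted p = 0.542) and rose to 0.078 without control replicate 1 (adjusted p = 0.0934). The counts were low, with 0 of 17218 reads in FO replicate 6, which allows a share of up to 0.0174%, and 193 reads in FO replicate 4, a share of 0.383% (95% Wilson interval 0.333% to 0.441%). Desulfobacterota_I, which the taxonomy used keeps as a phylum of its own, rose from 0.54% ± 0.269 (SD, n = 10) to 1.78% ± 0.601 (SD, n = 10), with all 10 FO samples above all control samples (permutation test, adjusted over 9 phyla, p = 6.0e-05). Of the other phyla with a mean share of at least 0.1%, Deferribacterota rose by 0.56 percentage points (adjusted p = 0.00349), Firmicutes_B_370539 by 0.494 percentage points (adjusted p = 0.0040) and Verrucomicrobiota by 0.683 percentage points (adjusted p = 0.04). None of these 3 passed in batch E56A alone (exact permutation test, adjusted p = 0.122 for each), and Deferribacterota (adjusted p = 0.107) and Firmicutes_B_370539 (adjusted p = 0.769) did not pass on the centred log ratio scale. The reads of Verrucomicrobiota, tested among orders as Verrucomicrobiales, did not pass (adjusted p = 0.056). Firmicutes_D, with a difference of 0.126 percentage points, did not pass (permutation test, adjusted p = 0.502), although it passed in batch E53B alone, at 0.224 percentage points (exact permutation test, adjusted p = 0.0357).

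Within the Firmicutes, the study singled out the class Clostridia and 3 of its orders. Clostridia, which here held the same reads as the phylum Firmicutes_A, rose from 12.1% ± 3.96 (SD, n = 10) to 28.5% ± 7.02 (SD, n = 10) of reads, with all 10 FO samples above all control samples (permutation test, adjusted p = 5.33e-05). Lachnospirales rose from 7.1% ± 2.38 (SD, n = 10) to 16.1% ± 4.45 (SD, n = 10) (adjusted p = 8.0e-05). Oscillospirales rose from 3.7% ± 1.62 (SD, n = 10) to 9.53% ± 3.52 (SD, n = 10) (adjusted p = 0.00048). In both orders 9 of 10 FO samples exceeded all control samples. Christensenellales rose from 1.04% ± 0.311 (SD, n = 10) to 2.38% ± 1.2 (SD, n = 10), with 6 of 10 FO samples above all control samples (adjusted p = 0.00237). Its difference was 1.41 percentage points in batch E53B (exact permutation test, p = 0.00794). In batch E56A it was 1.27 percentage points and did not pass (exact permutation test, p = 0.0714). Oscillospirales differed by 7.52 percentage points in batch E53B and by 4.13 in batch E56A. In batch E56A it passed over the list of 8 taxa (exact permutation test, adjusted p = 0.0381) but not over orders (adjusted p = 0.0714). On the centred log ratio scale none of the 4 passed: the difference was 0.53 in log2 for Clostridia (adjusted p = 0.0524), 0.71 for Oscillospirales (adjusted p = 0.133), 0.48 for Lachnospirales (adjusted p = 0.133) and 0.30 for Christensenellales (adjusted p = 0.165). Over all 18 orders tested, 9 passed a 5% false discovery rate, 8 higher and 1 lower. The lower one was Bacteroidales, which held all reads of Bacteroidota. Besides those named above, Desulfovibrionales rose by 1.24 percentage points (adjusted p = 0.00018) and Deferribacterales by 0.561 percentage points (adjusted p = 0.00499).

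**Figure D3:**
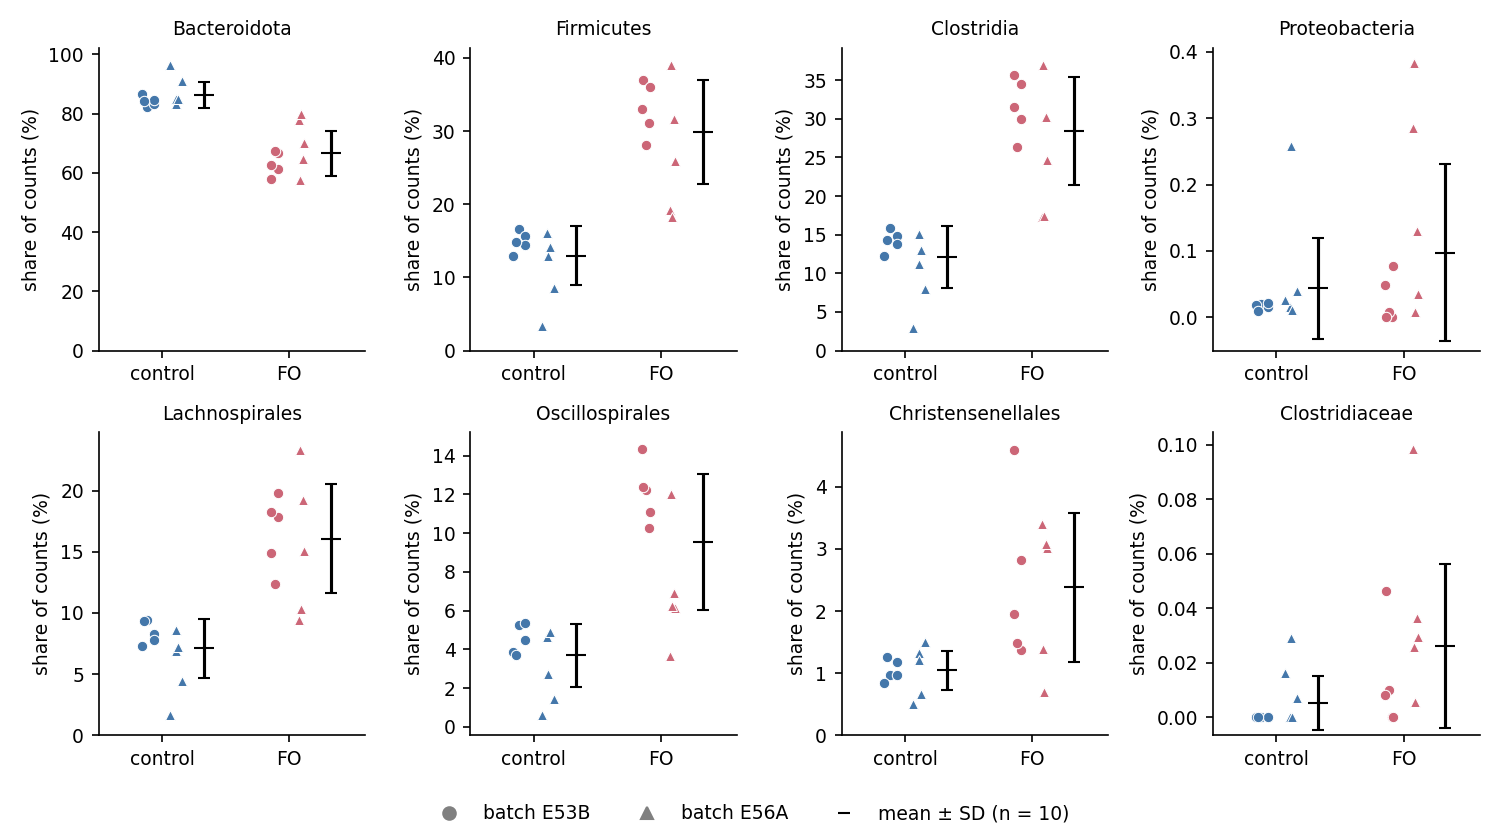
Share of counts (%) of 8 taxa in each of the 10 control and 10 FO samples, with circles for batch E53B, triangles for batch E56A and bars for mean ± SD. All FO samples lie below all control samples for Bacteroidota and above them for Firmicutes and Clostridia, while the groups overlap for the other 5 taxa, by 1 FO sample for Lachnospirales and for Oscillospirales.

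The family Clostridiaceae was examined because the study names it as a source of the metabolite indole-3-propionic acid. It was rare, with 26 reads over all control samples and 127 over all FO samples. All of these reads belonged to the genus Clostridium_T, which was too sparse to enter the count model. It had more than 3 reads in 3 of 10 control samples and in 7 of 10 FO samples. The mean share was 0.00525% ± 0.00996 (SD, n = 10) in the control group and 0.026% ± 0.0301 (SD, n = 10) in the FO group (permutation test, adjusted p = 0.036). The comparison did not pass in batch E53B (exact permutation test, p = 0.167) or in batch E56A (exact permutation test, p = 0.0794) alone. FO replicate 2 held 50 of the reads, and without it the difference was 0.0127 percentage points and did not pass (adjusted p = 0.0675). The comparison also failed to pass in other fits that left out 1 sample, 12 of 20 in all. It passed with permutations within batch (adjusted p = 0.0189) and on the log2 scale of the share (adjusted p = 0.0121). The order Clostridiales, which also holds other reads, differed by 0.0194 percentage points and did not pass (permutation test, adjusted over orders, p = 0.137).

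Genera and families were compared with edgeR, which models the counts with batch as a term and, through TMM scaling, sets each taxon against the bulk of the others. Of 59 genera tested, 13 passed a 5% false discovery rate, 6 higher and 7 lower with FO. The 5 largest decreases among genera with a mean share of at least 0.1% and the same sign in both batches were all in the family Muribaculaceae. Muribaculum changed by -1.73 ± 0.32 in log2 (SE, adjusted p = 0.000293), Paramuribaculum by -1.55 ± 0.45 (SE, adjusted p = 0.0163), UBA7173 by -1.53 ± 0.25 (SE, adjusted p = 6.87e-05), Duncaniella by -1.51 ± 0.23 (SE, adjusted p = 6.87e-05) and CAG-873 by -1.35 ± 0.22 (SE, adjusted p = 6.87e-05). The share of Duncaniella lay below all control samples in 9 of 10 FO samples. The 5 largest increases under the same rule were Kineothrix at 1.58 ± 0.48 (SE, adjusted p = 0.0233), Mucispirillum at 1.34 ± 0.39 (SE, adjusted p = 0.0163), Bilophila at 1.10 ± 0.28 (SE, adjusted p = 0.00739), Lachnospiraceae reads with no genus assigned at 0.81 ± 0.22 (SE, adjusted p = 0.0109) and Enterenecus at 0.80 ± 0.25 (SE, adjusted p = 0.0234). Bilophila, the genus that held the Desulfobacterota_I reads, exceeded all control samples in 10 of 10 FO samples, with a share of 0.54% ± 0.269 (SD, n = 10) in the control group and 1.78% ± 0.601 (SD, n = 10) in the FO group. Leaving out 1 sample changed the number from 6 (without control replicate 8, with 0 higher and 6 lower) to 18 (without control replicate 3, with 11 higher and 7 lower), and the number of higher genera was 3 without FO replicate 4 or FO replicate 10 and 11 without FO replicate 5, so the calls of higher genera depend on single samples of either group. In batch E56A alone no genus passed (0 of 62, with 11 at an unadjusted p under 0.05), while 12 of 61 passed in batch E53B, of which 7 were among the 13. Of the 5 increases named above, Mucispirillum passed in batch E53B (edgeR, adjusted p = 0.0198), and the others did not, with adjusted p of 0.307 for Kineothrix, 0.0784 for Bilophila, 0.0784 for Lachnospiraceae with no genus assigned and 0.0881 for Enterenecus.

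Of 25 families tested, 1 passed, and it was named after its values were seen. Without FO replicate 4 or FO replicate 5 the number was 2. Muribaculaceae fell from 78.9% ± 5.61 (SD, n = 10) to 53.4% ± 9.12 (SD, n = 10) of reads, a log2 change of -1.78 ± 0.28 with TMM scaling (SE, edgeR, adjusted p = 4.51e-05), with 9 of 10 FO samples below all control samples. The scaling decided how the rest was split. When counts were set only against the total of each sample, 14 families passed, 13 higher and 1 lower, and 29 genera, 25 higher and 4 lower. That choice moved the median log2 change over the families tested from -0.30 to 1.03, and over the genera from 0.23 to 0.99.

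**Figure D4:**
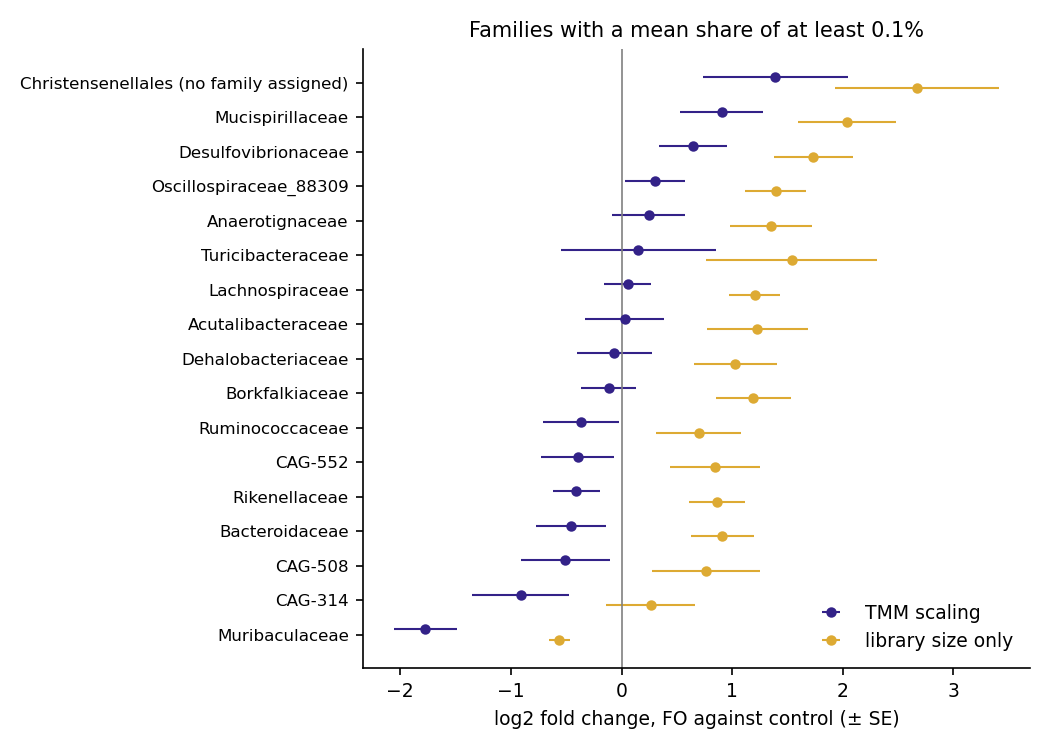
Log2 fold change (± SE) between FO and control samples for each family with a mean share of at least 0.1%, with TMM scaling and with scaling to library size only. Muribaculaceae is below 0 under both, at -1.78 and -0.56, and the other families lie around 0 with TMM scaling and above 0 with library size only.

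Whether the FO effect differed between the batches was tested directly. No genus passed (0 of 59 tested, with 6 at an unadjusted p under 0.05), while 1 passed with DESeq2, with limma on the centred log ratio and without FO replicate 8. Among 11 measures per sample, the smallest p for a difference between the batches' effects was 0.0667, for Oscillospirales (exact permutation of batch within treatment, adjusted p = 0.733).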

Values the study reported

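The study reported giving oxaliplatin at 3.5 mg/kg and 5-fluorouracil at 50 mg/kg in one chemotherapy cycle, with the 5-fluorouracil dose repeated on the following day. It described sequencing of feces collected 5 days after FO.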

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

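Apart from planned results repeated here, the tests in this part were chosen after the values were seen. The planned ones are the fits that left out 1 sample and the tests of genera for a batch-dependent effect. Among 48 groups of 10 samples checked for a sample far from the rest, 10 had one, where chance alone would give about 2.4. The shares concerned are skewed and several share reads, so the excess is not a test of any one sample. Control replicate 1 accounts for 4 of the 10.

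Control replicate 1, from batch E56A, had a Verrucomicrobiota share of 0.992%, against 0.00791% ± 0.00344 in the other 9 control samples (SD). Its Proteobacteria share was 0.258% (0.0195% ± 0.00919 in the others), its Firmicutes_D share 1.6% (0.204% ± 0.134) and its Paramuribaculum share 0.635% (1.77% ± 0.238). FO replicate 5, also from batch E56A, had the highest Paramuribaculum share of its group at 3.15% (0.721% ± 0.527 in the other 9 FO samples). A mislabelled sample was weighed for both. Each mouse of batch E56A was set against the mean compositions of the control and FO groups of batch E53B by Bray-Curtis distance, and 1 of 10 was nearer to the other group. This was FO replicate 5, at 0.136 from the control mean and 0.285 from the FO mean. Control replicate 1 was about equally far from both, at 0.281 and 0.295. Against an exchange, FO replicate 5 had a Clostridia share of 17.4%, above every control sample, and control replicate 1 one of 11.2%, below every FO sample. The numbering in the sample titles goes with an exchange. In batch E53B all FO samples precede all control samples. In batch E56A control replicate 1 precedes the FO samples, FO replicate 5 is the last of these, and the other control samples follow. Exchanging these labels would give batch E56A the order of batch E53B. A mislabelled sample therefore cannot be told apart from mice that responded less or started from another community, since starting compositions were not analysed here. The labels were kept as given. Without FO replicate 5 the R2 of treatment was 0.444.

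FO replicate 2 had a Clostridiaceae share of 0.0985% (0.018% ± 0.017 in the other 9 FO samples) and a Firmicutes_D share of 1.59% (0.345% ± 0.171). Without it the Clostridiaceae difference fell from 0.0208 to 0.0127 percentage points and did not pass. The call was lost in 12 of 20 fits that each left out 1 sample, this one included. In the other fits the difference stayed at 0.0185 percentage points or more. The call is thus close to the threshold, and the size of the difference depends most on FO replicate 2. No technical or biological explanation was tested for FO replicate 2.

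Control replicate 5 had 76.5 observed taxa after drawing down, against 108.6 ± 6.8 in the other 9 control samples. Low depth is argued against, since its total of 54960 reads was above the control median, and with all its counts kept it still had 88 taxa, the fewest of the control samples. Its low diversity goes with the highest Muribaculaceae share of batch E56A, 86.8%, and no biological explanation was tested.

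Kineothrix reached 7.08% in FO replicate 4 (1.3% ± 0.901 in the other 9 FO samples) and 1.1475% in control replicate 10 (0.307% ± 0.134 in the other 9 control samples). No technical or biological explanation was tested for these. No measure per sample, and no genus in edgeR with TMM scaling and all samples, showed a treatment effect that differed between the batches after adjustment. DESeq2, limma and the fit without FO replicate 8 each gave 1 genus.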

How the results depend on the processing

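Among the values of planned results under an alternative, 83 kept their direction and their side of the threshold, or stayed within 1.5 times for a count. Of the others, 11 no longer passed, 2 newly passed, 14 counts moved further and 1 reversed. The Shannon difference and the Bray-Curtis R2 passed under all alternatives tried, as did the shares of Bacteroidota. Across fits that each left out 1 sample, the Shannon difference ran from 0.615 to 0.724 and the R2 from 0.357 to 0.444.

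The log-ratio scale changed most of the share results. On it the difference in log2 was 0.23 for Firmicutes, 0.53 for Clostridia, 0.71 for Oscillospirales, 0.48 for Lachnospirales, 0.30 for Christensenellales and 1.63 for Clostridiaceae, none of which passed. It reversed the direction for Proteobacteria (-0.79) and Firmicutes_D (-0.26), neither of which passed on either scale. It left 4 phyla and 5 orders past the threshold, against 7 and 9. The construction of the scale gives the reason in part: it sets each taxon against the average taxon, most of which rose in share.

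Batch E56A alone gave 4 phyla, 4 orders, 0 genera and 0 families, and a Christensenellales difference of 1.27 percentage points that did not pass. It has 5 samples per group, but batch E53B, with as many, gave 12 genera and 3 families, so the number of samples is not the whole cause, which was not tested. Both samples weighed above as possibly mislabelled are in batch E56A. In batch E53B alone the observed taxa differed by 10.7 and did not pass, and the dispersion differed by 0.0537 and passed. The Clostridiaceae difference did not pass in batch E53B (0.0128 percentage points), in batch E56A (0.0287) or as a difference in medians (0.0178). Leaving out 1 sample in turn gave 0.0127 to 0.0236 and lost the call in 12 of 20 fits. It passed with permutations within batch and on the log2 scale of the share.

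For genera, scaling to library size only gave 29 past the threshold, 25 higher and 4 lower, of which 10 were among the 13 with TMM. A filter at a mean share of 0.1% gave 20, with fewer genera tested. For families, library size only gave 14, DESeq2 gave 2 and no filter gave 2. The split of calls also moved with TMMwsp, to 4 higher and 8 lower. Leaving out 1 sample gave 6 genera (without control replicate 8) to 18 (without control replicate 3), and 1 to 2 families. For a batch-dependent effect, DESeq2 and limma on the centred log ratio each gave 1 genus, and leaving out 1 sample gave 0 to 1. The cause was not tested.

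Proteobacteria with Desulfobacterota counted in, an alternative chosen after seeing the data, differed by 1.29 percentage points and passed (adjusted p = 4.0e-05). Of 134 values of named taxa under an alternative, 103 were as before, 29 no longer passed, 1 newly passed and 1 reversed.

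Proteobacteria and Clostridiaceae rest on few reads in most samples, and whether depth limits their comparisons was not tested. No paired analysis was possible because replicate numbers were given in accession order and pair no mice.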

Other observations

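Tests in this part were chosen after their results were seen, with the exceptions named here. They are the other splits for orders and phyla, the PERMANOVA over reads outside Muribaculaceae and the refit of edgeR to the genera outside it. Results repeated from the planned tests and the alternatives fixed beforehand are also excepted. These are drawing down, the centred log ratio, single batches, and the scalings and tools applied to all genera or families.

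The 13 genera past the threshold were set against other splits of the 20 samples: 1 of 100 splits, the real one, gave as many. The 9 orders and the 7 phyla were also each reached in 1 of 100 splits. The single family was reached in 7 of 100 splits, so its count alone is within what other groupings give. The absence of genera with a batch-dependent effect carries no such information, since 100 of 100 reassignments of batch gave at least 0.

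A candidate explanation for much of the change in shares is that 1 family, Muribaculaceae, moved against all other reads, which raises every other share in proportion. Among reads outside Muribaculaceae, the Clostridia share was 57.7% ± 17.7 in the control group and 61.6% ± 11.4 in the FO group (SD, n = 10), a difference of 3.99 percentage points (permutation test, p = 0.564). The differences were 3.25 percentage points for Oscillospirales (p = 0.336), 1.13 for Lachnospirales (p = 0.787) and -0.0308 for Christensenellales (p = 0.971). For 3 of these 4 orders and classes the batches went in opposite directions, with Lachnospirales at -4.88 in batch E53B and 7.14 in batch E56A (exact permutation of batch within treatment, p = 0.106, adjusted p = 0.745), Clostridia at -0.676 and 8.66 (p = 0.409, adjusted p = 0.977) and Christensenellales at 0.0681 and -0.13 (p = 0.908, adjusted p = 0.977), so their pooled values average over a wide spread. The Shannon index over those reads differed by 0.127 (p = 0.375), against 0.67 over all reads, and PERMANOVA on Bray-Curtis distances over them gave an R2 of 0.0705 (p = 0.1962). Observed taxa were not compared among those reads. With fewer Muribaculaceae reads, more of a fixed draw falls to other taxa, so the rise in observed taxa was not separated from this shift. In total 14 measures were compared among those reads or within Muribaculaceae, and none passed after adjustment (smallest adjusted p = 0.227). The spread of these shares is wide, so moderate differences would not have been detected. The count tables hold no absolute amounts, so a loss of Muribaculaceae and a growth of the rest give the same shares and cannot be separated with them.

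Whether taxa outside Muribaculaceae also changed relative to each other was only partly settled. Over the same reads drawn down to 7203 per sample, the Aitchison distance, which gives rare taxa more weight, still separated the groups (PERMANOVA, p = 0.0147, not adjusted), which argues against Muribaculaceae as the whole cause. Verrucomicrobiota also rose by 3.30 in log2 on the centred log ratio scale (adjusted p = 0.0249), although its reads were unevenly spread among mice. No alternative was run on that scale. For its plain share the adjusted p was 0.0119 in batch E53B alone and 0.122 in batch E56A alone (exact permutation tests). In a refit of edgeR to the 47 genera outside Muribaculaceae that passed the filter, scaled among themselves, 0 passed (9 at an unadjusted p under 0.05, smallest adjusted p = 0.0568). With a count of 0, 100 of 100 splits gave as many. The refit gave 2 genera with TMMwsp, 3 with DESeq2, 0 with library size only and 0 with limma on the centred log ratio. Kineothrix, at 1.01 in log2 (adjusted p = 0.188), Mucispirillum, at 1.02 (adjusted p = 0.0842), and Lachnospiraceae with no genus assigned, at 0.50 (adjusted p = 0.128), no longer passed in the refit.

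The evidence on Bilophila is divided. Among all genera it rose by 1.10 in log2 with TMM scaling (adjusted p = 0.00739), and it passed with TMMwsp (adjusted p = 0.0124), DESeq2 (adjusted p = 0.00194) and limma on the centred log ratio (adjusted p = 0.00901). The same reads passed on the centred log ratio scale as an order (1.20, adjusted p = 0.0197) and as a phylum (0.93, adjusted p = 0.0372). The scaling in all of these includes Muribaculaceae. As the family Desulfovibrionaceae they rose by 0.65 with TMM and did not pass (adjusted p = 0.24). In the refit without Muribaculaceae, Bilophila rose by 0.85 and did not pass (adjusted p = 0.0707), while it passed with TMMwsp (adjusted p = 0.0327) and DESeq2 (adjusted p = 0.0361) but not with limma (adjusted p = 0.0507) or library size only (adjusted p = 0.242). The share of Desulfobacterota among reads outside Muribaculaceae was higher by 1.43 percentage points (permutation test, p = 0.0204), which did not pass over the 14 measures (adjusted p = 0.227). A rise of Bilophila beyond that of the other taxa therefore cannot be told apart from the shift of Muribaculaceae, since the call depends on the scaling.

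The Shannon index within Muribaculaceae was higher with FO by 0.107 (permutation test, p = 0.0325), which did not pass over the 14 measures (adjusted p = 0.227). For the other families of Bacteroidota tested, the direction depended on the scaling. The log2 change with TMM and with library size only was -0.46 and 0.91 for Bacteroidaceae, -0.41 and 0.86 for Rikenellaceae, and -0.69 and 0.49 for Tannerellaceae.

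Depth is argued against as the source of the higher Shannon index, since the difference was 0.671 with every sample drawn down to the same total.

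A candidate explanation for the absence of a difference in Proteobacteria was the taxonomy. Desulfovibrionaceae, here all Bilophila, sit in a phylum of their own in Greengenes2, while older taxonomies place them in Proteobacteria. With Desulfobacterota counted in, the share differed by 1.29 percentage points, compared with 0.0541 without it. The larger value mostly repeats the rise of Desulfobacterota_I, of 1.24 percentage points, so it does not test the taxonomy as the reason. The phylum counts that the authors deposited keep Desulfobacterota_I apart from Proteobacteria, and the study's methods name Greengenes2. This argues against the study having counted these reads as Proteobacteria, although its plot of phyla was not checked here.

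Akkermansia, which held the Verrucomicrobiota reads, had 923, 682 and 841 reads in FO replicates 1 to 3 and 442 in control replicate 1, all in batch E56A, but 8 and 3 in FO replicates 4 and 5 and at most 7 in the other 4 control samples of that batch. In batch E53B all FO samples had at least 31 reads and the control samples at most 6. These are values only, and no explanation was tested. Cages are not named in the sample labels, so an effect of cage could not be tested here or for the other comparisons.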
